# The Non-Pathogenic *Fusarium oxysporum* Fo47 Induces Distinct Responses in Two Closely Related Solanaceae Plants against the Pathogen *Verticillium dahliae*

**DOI:** 10.3390/jof7050344

**Published:** 2021-04-28

**Authors:** Javier Veloso, José Díaz

**Keywords:** *Fusarium oxysporum*, Fo47, biocontrol, induce resistance, ethylene, *Capsicum annuum*, *Solanum lycopersicum*

## Abstract

The non-pathogenic *Fusarium oxysporum* Fo47 is able to protect *Capsicum annuum* (pepper) but not in *Solanum lycopersicum* (tomato) against the pathogen *Verticillium dahliae*. Transcriptomics of the plant during the interaction with Fo47 shows the induction of distinct set of genes in pepper and tomato. The number of differentially expressed (DE) genes in pepper (231 DE genes) is greater than the number of DE genes in tomato (39 DE genes) at 2 days after the treatment with Fo47. Ethylene related genes were present among the DE genes in both plants, and the up-regulation of ethylene biosynthetic genes was observed to be triggered during the interaction of both plants with Fo47. The treatment with MCP (1-Methylcyclopropene, an ethylene-competitive inhibitor) reduced the Fo47 protection in pepper against *Verticillium dahliae*. Intriguingly, Fo47 was able to protect the ethylene-insensitive tomato mutant Never-ripe (Nr) against *Verticillium dahliae*, but not the tomato wilt type cv Pearson. Overall, ethylene is shown to be an important player in the response to Fo47, but its role depends on the host species.

## 1. Introduction

*Fusarium oxysporum* Fo47 has previously been demonstrated to protect several plant species from pathogenic *Fusarium* strains [1,2,3,4,5]. The mechanism triggered in plants treated with Fo47 is not well understood, but it involves antagonistic interactions with the pathogen and the induction of defences in the plant. In tomato, treatment with Fo47 increased levels of PR proteins in the roots and leaves, but at lower levels than a pathogenic strain *F. oxysporum* f. sp. *lycopersici* [6,7]. A non-pathogenic *Fusarium solani* was also able to protect tomato plants against the root pathogen *Fusarium oxysporum* f. sp. *radicis-lycopersici*, and to elicit induced systemic resistance against the tomato foliar pathogen *Septoria lycopersici*. This non-pathogenic *Fusarium* did not induce PR genes in the root or in the leaves. Moreover, mutant tomato lines Never-ripe (*Nr*) and epinastic (*epi1*), both impaired in ethylene-mediated plant responses, treated with this non-pathogenic *Fusarium* were not protected against the subsequent inoculation with the pathogenic *F. oxysporum*, suggesting an involvement of ethylene (ET) in the protection obtained by the application of the non-pathogenic *Fusarium* [8]. Recently, a study using tomato mutants impaired in the ethylene (ET), salicylic acid (SA), and jasmonic acid (JA) signaling/biosynthetic pathway showed no reduction in the protection conferred by Fo47 against the pathogenic *Fusarium oxysporum* f. sp. *lycopersici* [9]. However, in pepper, HPLC measurements after treatment with Fo47 showed increases in 12-oxo-phytodienoic acid (OPDA), salicylic acid, and jasmonyl isoleucine [10]. This points to an intricate network of hormones that might have independent branches. The response to the different hormones also depends on the plathosytem [11]. For instance, SA is involved in resistance against *Botrytis cinerea* in tomato but not in tobacco [12], showing the adaptability/plasticity of the immune system to that specific interaction, changing not only with the host but also with the different pathogen species or even strains of the same species [11].

The simplified common idea is the existence of two antagonistic signaling pathways, the SA- and JA/ET-signaling pathways [13]. However, the response of tomato to the pathogen *V. dahliae* involves the interplay between these plant hormones [14]. The R-gene mediated response caused by the interaction of *V. dahliae* with *Ve1*-carrying tomato depends on the components of the SA-pathway [15]. The tomato cultivar Pearson used in this work carries no *Ve1* gene, and *Capsicum annuum Ve1* homologs have been only identified in silico [16]. Fo47 increased the levels of SA in the roots of pepper cv Padron 56 h after Fo47 treatment [10]. Fo47 did also increase the levels of two compounds (12-oxo-phytodienoic acid and jasmonyl-isoleucine) related to JA-signaling in pepper [10]. After inoculation with *V. dahliae*, only 12-oxo-phytodienoic acid was increased in the Fo47-treated plants [10]. Dhar et al. [14] proposed that both SA and JA signaling play a role in defense against Verticillium sp.; the SA-mediated response appears to take a predominant role during the initial biotrophic phase, while JA-mediated response restricts the damages from the systemic pathogen spread during the necrotrophic phase. Fo47 enhances these responses by inducing SA- and JA-related compounds.

Ethylene has been involved in both resistance and susceptibility to Verticillium [17]. Robison et al. [17] showed that post-infection ethylene enhances Verticillium wilt development in tomato, whereas its presence at the time of infection inhibits disease development. In pepper, expression of a basic *PR-1* is positively regulated by ET [18]. Combinations of ET with SA or JA reduce the induction exerted by ET alone. Strikingly, a combination of SA and JA induces this basic *PR-1* even more than ET alone [18]. In tobacco, basic isoforms of *PR-1* are also activated by ET [19]. In tomato, basic *PR-1* proteins are activated by both SA and ET precursors, as well as by tobacco mosaic virus [20]. Transcriptomic assays determined that the gene expression profile induced by ET and JA overlapped only 50% of the genes [21].

The response triggered by non-pathogenic *Fusarium* is not well established, and further investigation is needed before any comparison with other models can be established. Fo47 is able to reduce the symptoms of *V. dahliae* in pepper cv Padron, but not in tomato cv Pearson at the inoculum concentrations used here. To further understand the mechanism orchestrating the response to the biocontrol agent Fo47, an expression profile has been carried out in pepper and tomato treated with this beneficial fungus. The expression profile in both plants showed the presence of several ethylene related genes. An inhibitor and a mutant of ethylene perception was used in pepper and tomato, respectively, to assay the involvement of ethylene in the Fo47-induced response (FIR).

## 2. Materials and Methods

### 2.1. Plant Material and Treatment Method

Seeds of *Capsicum annuum* cv Padron (pepper) were stored at 4 °C. The pepper seeds were disinfected prior to usage by incubation in 10% (*v*/*v*) commercial bleach for 10 min and then washed and soaked overnight in distilled water before being sown in sterile vermiculite. Seeds of *Solanum lycopersicum* cv Pearson (tomato) and the mutant Never-ripe (Nr) were sterilized and dried in clean-bench prior storage at 4 °C. Tomato seeds were sown in sterile vermiculite. The *Solanum lycopersicum* mutant Never-ripe (Nr) was sown, grown, and inoculated similarly to Pearson. Plants were grown in a growth chamber at 25 °C with a photoperiod of 16 h light and 8 h darkness. Tomato plants were used for the treatment with Fo47 20 days after sowing and pepper plants were treated with Fo47 30 days after sowing.

*F. oxysporum* Fo47 was kindly provided by Claude Alabouvette and Christian Steinberg (UMR INRA, Dijon). The *Fusarium* treatment of the plants was performed according to Díaz et al. [22] with some modifications. Fo47 inoculum was obtained from cultures growing in potato dextrose broth medium for 7 days. The culture was filtered and the filtrate was centrifuged at 2500× *g* for 5 min. The pellet was resuspended in sterile distilled water and the concentration was adjusted to 10^6^ conidia per ml. The roots of the pepper or tomato were dipped into the conidial suspension of Fo47 for 3 h. The control plants were treated with sterile distilled water instead of Fo47 conidia. Some pepper plants were exposed to 1-methylcyclopropene (MCP), an inhibitor of ethylene perception, in a sealed container [23] at a final concentration of 0.2 μL L^−1^. A control group of plants was kept in a container with no chemical added. Containers were opened after 4 h of treatment, and following aeration, the plants were then treated with Fo47 as described above.

### 2.2. Pathogen Material and Inoculum Preparation

The *V. dahliae* isolate UDC53Vd was previously obtained by our research group in Galicia (Northwest of Spain) from an diseased pepper plant collected from a farm [24,25]. *V. dahliae* was grown in potato dextrose agar (PDA) plates for 3 weeks. The inoculum was obtained by flooding the plates with 10 mL of sterile distilled water and gently rubbing the plate with a glass Drigalski spatula to liberate the conidia [22]. The concentration was adjusted to 10^6^ or 2 × 10^6^ conidia per ml for pepper or tomato, respectively. Inoculum concentration was optimized experimentaly for pepper and tomato to obtain readeable symptoms with the lowest inoculum concentration. UDC53Vd is a pepper isolate and requires lower concentrations in pepper. For tomato, 10^6^ *V. dahliae* conidia per ml did not produce consistent visible symptoms. An assay using 2 × 10^6^ conidia for Fo47 and 2 × 10^6^ conida for *V. dahliae* was also performed, with similar results.

### 2.3. Inoculation with Verticillium dahliae

After the treatment with water or Fo47, the plants were placed in sterile flasks with nutrient solution and incubated for 48 h in a growth chamber. Then, the plant roots were placed into the *V. dahliae* inoculum for 45 min or 2 h for pepper or tomato, respectively. Incubation time was optimized experimentally for pepper and tomato to obtain readable symptoms with the shortest incubation time. UDC53Vd is a pepper isolate and requires shorter incubation time in pepper. A challenge control group treated with sterile water instead of *V. dahliae* was also prepared. Afterwards, the plants were transplanted into pots containing a sterile 4:1 (*v/v*) mixture of soil and perlite and placed following a Latin square design in a culture chamber at 25 °C day/18 °C night, with a 16-h photoperiod. The stem length, the number of wilt leaves, and the fresh and dry weight were recorded four weeks or three weeks for pepper or tomato, respectively. Three independent experiments were carried out for pepper (8 plants per treatment and experiment, each plant was considered a replication *n* = 192) and two independent experiments for tomato (8 plants per treatment and experiment, each plant was considered a replication *n* = 128).

### 2.4. Transcriptomic Profiling

Samples of tomato and pepper stems were collected 48 h after Fo47 treatment without pathogen inoculation. In all cases, the samples (5 plants per sample) were frozen in liquid nitrogen and stored at −80 °C. Total RNA was extracted from the homogenized samples as described in the protocol of the BioRad Aurum^TM^ Total RNA Mini kit. Total RNA integrity was evaluated by microfluidic analysis using the Agilent 2100 Bioanalyzer with an RNA LabChip^®^ Kit. The RIN (RNA integrity number) was always higher than 9. Total RNA samples were prepared following the protocol of the Affymetrix GeneChip^®^ 3′ IVT Express Kit. In the GeneChip 3′ IVT Express Protocol, total RNA undergoes reverse transcription to synthesize first-strand cDNA. This cDNA is then converted into a double-stranded DNA template for transcription. In vitro transcription synthesizes aRNA and incorporates a biotin-conjugated nucleotide. The aRNA is then purified to remove unincorporated NTPs, salts, enzymes, and inorganic phosphate. Fragmentation of the biotin-labeled aRNA prepares the sample for hybridization onto GeneChip 3′ expression arrays. This process was experimentally validated using TaqMan^®^ RT-PCR [26].

The protocol of the GeneChip Hybridization, Wash, and Stain Kit was followed to hybridize the fragmented aRNA into the Affymetrix GeneChip Tomato Genome Array. GeneChips were hybridized in an Affymetrix GeneChip Hybridization Oven 645 for 16 h. Washing and staining were performed in an Affymetrix GeneChip Fluidics Station 450. GeneChip scanning was carried out in the GeneChip Scanner 3000 7G. GeneChip data quality control, background correction, normalization, and summarization methods were carried out with Affymetrix Expression Console™ Software. The GeneChip Tomato Genome Array contains 10,038 tomato probe sets + 11 tomato control probe sets. Only probes with a 100% match in the tomato and pepper transcriptomes were considered for the analysis, retaining 82% of the probes in the array. All control probes had a perfect match in both organisms.

The data was processed with the end-to-end workflow for differential gene expression using Affymetrix microarrays [27]. A linear model was fit to the data using the limma package. Genes were considered to be differentially expressed with an adjusted *p*-value of less than 0.05 and a log2change fold change bigger than 0.6 or smaller than −0.6. Gene ontology (GO) annotations of differentially expressed genes were assigned based on biological processing using the NetAffx™ Analysis Center.

*Arabidopsis thaliana* homologues were used to assign GO annotations when they were unavailable for tomato. *Arabidopsis thaliana* homologues were assigned to each differentially expressed gene using National Center for Biotechnology Information (NCBI) Blastx with a e-value of less than 1 × 10^−6^. They were also used for pathway reconstruction using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) for Functional Annotation Bioinformatics and Microarray Analysis. DAVID matches the genes within well-described pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases and retrieves a *p*-value for each pathway based on the number of genes fitting within and the proximity between them.

### 2.5. qPCR Gene Expression

Pepper and tomato stems were collected 48 h after Fo47 treatment without pathogen inoculation. In all cases, the samples (5 plants per sample) were frozen in liquid nitrogen and stored at −80 °C. Total RNA was extracted from the homogenized samples as described in the protocol of the BioRad Aurum Total RNA Mini kit. The retrotranscription was carried out following the protocol of the BioRad iScript^TM^ cDNA Synthesis Kit.

The cDNA samples were analysed with the Biorad iCycler^TM^ iQ System following the protocol described by Silvar et al. [28,29]. The assay was performed for two genes: a basic pathogenesis-related protein 1 (for pepper *CaPR1*, gene ID: 107840155; and for tomato *SlPR1*, gene ID: 100191111) and 1-aminocyclopropane-1-carboxylate oxidase (for pepper *CaACO1*, gene ID: 107853805; and for tomato *SlACO5*, gene ID: 543800). The constitutive expression of the actin gene (for pepper *CaACT*, gene ID: 107840006; and for tomato *SlACT*, gene ID: 101250165) was used for internal normalization [30].

The qPCR reactions were prepared with Biorad 1X iQ SYBR Green Supermix, 0.3 μM of each primer, and 2.5 μL of cDNA for a 50 μL end volumen reaction. The PCR program started with a 2 min denaturation step at 95 °C followed by 40 cycles of amplification (95 °C for 20 s, 58 °C for 25 s, and 72 °C for 50 s) and finished with an elongation step of 5 min at 72 °C. The data analysis was carried out with Biorad Optical System Software 3.0. The efficiency was calculated and the outcoming Ct values were processed by the Pfaffl method [30] to obtain the relative expression values.

### 2.6. Statistical Analysis

All statistical analyses were performed using R Studio. The linear model fitting from the limma package was used to analyse transcriptomic data from the Affymetrix single-channel microarrays. Percentage of wilt leaves were analysed by Mann–Whitney–Wilcoxon test (α = 0.05). The rest of the *Verticillium* inoculation experiments were analysed with a one-way ANOVA (α = 0.05) followed by Duncan tests for multiple comparisons [31]. Significant differences are reported in the text and shown in the figures.

## 3. Results

### 3.1. Fo47 Protects Pepper against V. dahliae but Not Tomato

Fo47 was able to reduce the symptoms caused by *V. dahliae* in pepper cv Padron by increasing the fresh weight, dry weight, and stem length and reducing the wilted leaves of the *V. dahliae* inoculated plants (“Padron” in Figure 1). In the experiments reported here, wild type tomato cv. Pearson treated with Fo47 did not display any diminution in Verticillium wilt symptoms (“Pearson” in Figure 1).

### 3.2. Fo47 Triggers Different Transcriptome Reprogramming in Pepper and Tomato but Both Include Ethyelene-Related Genes

The expression profiles of tomato cv Pearson and pepper cv Padron were analysed 48 h after treatment with Fo47. 

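The pepper part of this experiment was measured on 6 arrays, 3 of control plants and 3 of plants treated with Fo47, each hybridised with stem RNA pooled from 5 plants. Fo47 is a strain of *Fusarium oxysporum* that does not cause disease. The roots of the treated plants were dipped in a suspension of 1000000 conidia per ml and stems were collected 48 h later. The tomato arrays were not analysed here. The GeneChip Tomato Genome Array carries short probes designed on tomato transcripts, so that pepper RNA binds in full only to probes whose sequence the species share. The authors corrected the background, normalized and summarized the arrays with Affymetrix Expression Console, and the algorithm is not given in the sources used here. The deposited table holds 1 log2 value per probe set and array for 10209 probe sets. The log base was read from the hybridization spikes, since from bioC to bioD, supplied at 5 and 25 pM, the values rose by 2.26 on average, against 2.32 on a log2 scale and 1.61 on a natural log scale. The step from bioB to bioC was 1.27, nearer to the natural log scale (1.204) than to log2 (1.74), the step from bioD to cre was 2.25 (2.00 on log2, 1.39 on natural log) and the whole range from bioB to cre was 5.78 (6.06 and 4.20). Array medians lay between 0.551 and 0.643. The values were used as deposited, 108 control probe sets were left out and 10101 probe sets were tested with limma at the thresholds of the paper, an adjusted *p*-value below 0.05 and a log2 fold change beyond 0.6. The paper's list of probes with a full match in both species was not used here, which leaves probe sets in the test that pepper RNA may bind only in part. A gene symbol, in the names of a tomato annotation, was paired with 909 of the tested probe sets and 9192 had none. Among 63 reporter probe sets, which have no plant target, the 95th percentile of the mean value was 1.09, and 39.5% of the 10038 tomato probe sets lay above it. The tomato actin control probe set for the middle of the transcript read between 7.68 and 8.61 on the 6 arrays, and that for the 5 prime end between 4.53 and 5.92. The one for the 3 prime end read between -0.06 and 0.59, below the 95th percentile of the reporters. The 5 prime value of the dap spike, a bacterial RNA added before labelling, was 2.86 and 2.84 on the arrays labelled control 1 and control 2 and between 4.50 and 5.05 on the other 4. The 3 prime minus 5 prime difference of this spike was 3.46 ± 0.841 (SD, n = 3) in the control and 2.37 ± 0.130 (SD, n = 3) in the Fo47 group (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow, adjusted p = 0.4 over the 4 control sets tested). That arrays are so few limits the precision of every value given here.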

The analysis shows different genetic responses to Fo47 between both solanaceae species. 

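In pepper stems, *PR1b1*, a tomato gene of the pathogenesis-related PR1 family chosen after its values were seen, read 0.11, 1.88 and 0.17 (log2) on the arrays labelled control 1, 2 and 3 and 2.18, -0.01 and 3.03 on those labelled Fo47 1, 2 and 3. *XTH3*, a xyloglucan endotransglucosylase of the cell wall, ran the other way, with 2.00, 0.12 and 1.69 on the control arrays and 0.47, 2.56 and 0.43 on the Fo47 arrays. With the arrays grouped as labelled, 0 of 10101 probe sets were differentially expressed in limma (smallest adjusted p = 0.975). At an unadjusted *p*-value below 0.05 and beyond the same fold change limit there were 49, of which 14 were higher and 35 lower after Fo47 treatment. An ordinary pooled-variance test also gave 0 after adjustment. Groups that did not overlap were found for 6.24% of the probe sets, where chance gives 10%. In simulated data with the spread of the labelled groups, 63 of 100 probe sets changed by a log2 value of 1 and 98 of 100 changed by 2 were recovered. These were drawn at random, with noise independent between probe sets, and the median standard error of the tested probe sets was 0.131. The standard errors of *PR1b1* and *XTH3* were 0.83 and 0.70, so these shares do not hold for such genes. Without both arrays numbered 2, left out because such values stood apart, 193 probe sets lay past the limits between 2 and 2 arrays, 127 of them higher and 66 lower, which is a count and no test of the labels. On these, the array labelled control 2 lay nearer to the remaining Fo47 arrays for 188 and the array labelled Fo47 2 lay nearer to the remaining control arrays for 193. Of the 10 ways to divide the 6 arrays into 3 and 3, the division with control 2 and Fo47 2 exchanged gave 229 probe sets and every other gave 0 after adjustment. At an unadjusted *p*-value below 0.05 and beyond the same fold change limit that division gave 263. With both limits, control 1 and 2 with Fo47 3 against the other arrays gave 345 and control 1 and 2 with Fo47 2 against the others gave 331 (smallest adjusted p = 0.163 and 0.122 from limma). Leaving out the array labelled control 3 gave 75 probe sets, of which 0 were among the 193.

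**Figure D1:**
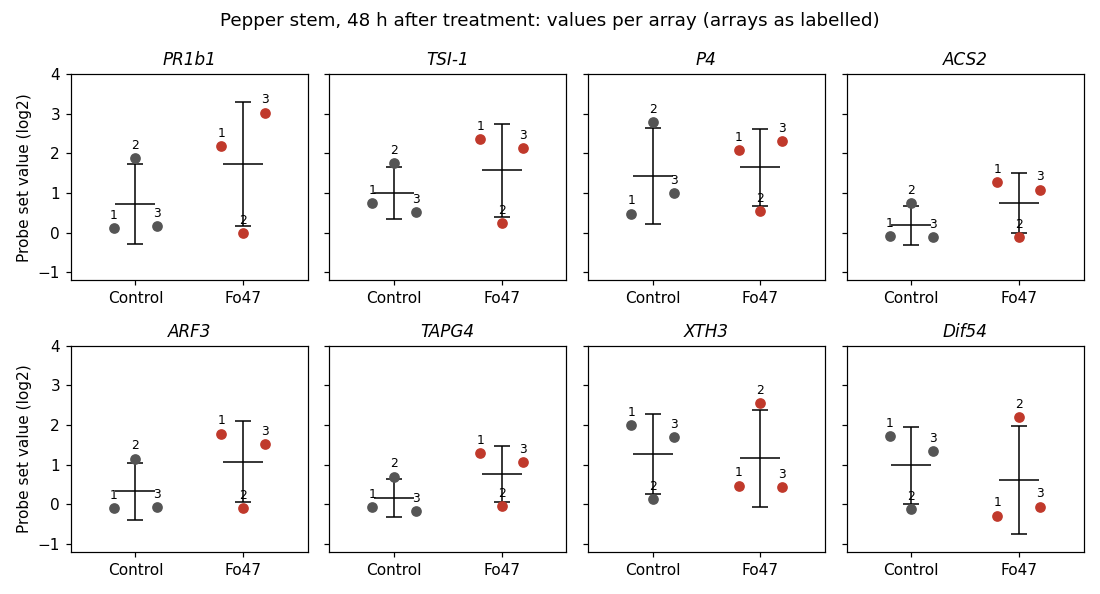
Probe set values (log2, vertical axis) of 8 genes in pepper stems 48 h after treatment, for 3 control and 3 Fo47 arrays as labelled. Points are arrays with their replicate number, and the horizontal bars and whiskers are the group mean and SD. For *PR1b1*, the array labelled control 2 sits at 1.88 and the array labelled Fo47 2 at -0.01, each away from the other arrays of its group.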

In pepper, a total of 231 genes were detected to be differentially expressed (DE) after Fo47 treatment, while only 39 genes were observed in tomato (Figure 2). Among them, only four genes were differentially expressed in both species (Table 1), two up-regulated and two down-regulated. The two up-regulated genes were two pathogenesis related genes (PR1 and STH2). 

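The annotation of the array pairs no probe set with the gene identifiers given for PR1 and STH2 in Table 1, so members of their families were read instead, chosen after their values were seen. *PR1b1* averaged 0.72 ± 1.01 (SD, n = 3) on the control and 1.73 ± 1.57 (SD, n = 3) on the Fo47 arrays, a log2 fold change of 1.01 (standard error 0.83, adjusted p = 0.975 from limma). A further *PR1b1* probe set averaged -0.26 and -0.09, below most reporter probe sets. *TSI-1*, a tomato member of the PR-10 family to which STH2 belongs, had a log2 fold change of 0.57 (standard error 0.60, adjusted p = 0.975 from the same test). Its values were 0.75, 1.75 and 0.53 on the arrays labelled control 1, 2 and 3 and 2.35, 0.23 and 2.13 on those labelled Fo47 1, 2 and 3. When 1 array was left out, the log2 fold change of *PR1b1* ranged from 0.36 without Fo47 replicate 3 to 1.89 without Fo47 replicate 2, and that of *TSI-1* from 0.18 without Fo47 replicate 1 to 1.24 without Fo47 replicate 2. With the probe sets of the gene averaged, *PR1b1* had one of 0.59. Without both arrays numbered 2, left out because such values stood apart, they were 2.47 and 1.61, for which no test is given.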

The two down-regulated genes were related to cellular cell wall organization, a xyloglucan endotransglucosylase (XTH3) involved in hemicellulose rearrangement, and an extensin-like protein (Dif54) that codes a hydroxyproline-rich glycoprotein that is thought to form crosslinked protein networks in the plant cell wall.

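*Dif54*, the extensin-like gene, matched a probe set by its tomato gene identifier, and *XTH3* by its symbol alone, since the tomato gene identifier of the probe set is not the one that Table 1 gives for this gene under the name XET24. *Dif54* averaged 0.98 ± 0.975 (SD, n = 3) in the control and 0.62 ± 1.37 (SD, n = 3) after Fo47 treatment, which is a log2 fold change of -0.36 (standard error 0.75, adjusted p = 0.979 from limma). On single arrays it read 1.73, -0.12 and 1.34 for those labelled control 1, 2 and 3 and -0.29, 2.19 and -0.06 for those labelled Fo47 1, 2 and 3. *XTH3* averaged 1.27 ± 1.01 (SD, n = 3) and 1.15 ± 1.22 (SD, n = 3), a log2 fold change of -0.12 (standard error 0.70, adjusted p = 0.999 from the same test). The differences between the groups were smaller than the spread within them, and both turned positive, to 0.01 and 0.25, without control replicate 1. Without both arrays numbered 2, left out because such values stood apart and given without a test, they were -1.70 and -1.39.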

Besides these shared elements, pepper showed another 227 DE genes, while tomato showed another 35 DE genes. The heatmap shows that the expression of these genes follows different profiles in each of the species (Figure 3a). 135 genes of pepper and 29 of tomato could be sorted by their gene ontology (GO) biological process (Figure 3b).

Cellular cell wall organization is down-regulated in both solanaceous plants, while defence response is up-regulated in both plants. 

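Of 51 probe sets of cell wall genes, a list fixed before the data were examined, 0 were differentially expressed in either direction in pepper, and 0 when adjusted over the list alone. The former count, here and for the other lists, follows from the 0 called over all probe sets and adds nothing to it. Their median log2 fold change was 0.02, with 30 above and 21 below 0, and the list did not stand apart from other genes (adjusted p = 0.704 from camera, a limma test of gene lists, and 0.824 with an estimated correlation). The list tests, here and below, group the arrays as labelled. On probe sets where the arrays numbered 2 read like the opposite group, a difference between the groups is reduced. A list that does not pass is therefore no sign that its genes did not respond. The smallest unadjusted *p*-values in the list belonged to *XTH16* and *XTH7*, of the same enzyme family as *XTH3*. *XTH16* had a log2 fold change of 0.28 (standard error 0.12), with 0.39 and 0.16 on its other probe sets, and *XTH7* of -0.33 (standard error 0.15), both with an adjusted p of 0.975 from limma. *TAPG4*, an abscission polygalacturonase that degrades pectin and is labelled in Figure 2A, read -0.08, 0.70 and -0.17 on the arrays labelled control 1, 2 and 3 and 1.29, -0.05 and 1.06 on those labelled Fo47 1, 2 and 3. Its log2 fold change was 0.61 (standard error 0.39, adjusted p = 0.975), from 0.35 without Fo47 replicate 1 to 1.02 without Fo47 replicate 2.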

The defence response and the response to biotic stimuli are related in both organisms to the up-regulation of PR-proteins, *PR1a1*, *STH2*, *PR-P2*, *PR-1*, and *P6* (Table 2).

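The pathogenesis-related list held 11 probe sets, of which 10 had a higher mean after Fo47 treatment and 1 a lower one, with a median log2 fold change of 0.22. None passed singly, with 0 called over all genes and 0 adjusted over the list alone. As a group they ranked higher than other genes (adjusted p = 0.046 over 15 lists from limma's camera with a preset correlation of 0.01), and this call was lost with an estimated correlation (adjusted p = 0.824). It was also lost with the dimmest 25% of probe sets left out, an intensity trend, array weights or a floor on low values. The same held with the other filters on dim probe sets, the replicate block and fry, a further limma list test (adjusted p = 0.605). Nor did the list pass without control replicate 1, Fo47 replicate 1 or Fo47 replicate 3. *CHI9*, a chitinase that degrades fungal cell walls, averaged 8.39 ± 0.257 (SD, n = 3) in the control and 8.84 ± 0.331 (SD, n = 3) after treatment. *PR-5*, of the thaumatin-like family, had a log2 fold change of 0.28 (standard error 0.12, adjusted p = 0.975 from limma). *P4*, a PR1 protein of tomato, read 0.48, 2.80 and 1.00 on the arrays labelled control 1, 2 and 3 and 2.09, 0.54 and 2.32 on those labelled Fo47 1, 2 and 3, a log2 fold change of 0.22 (standard error 0.69) that was -0.25 without control replicate 1. *PR-P2* had one of -0.15 (standard error 0.16).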

Ethylene is present in the response of pepper to Fo47; two genes involved in its synthesis are up-regulated and four transcription factors responsive to ethylene are also involved (Table 3). 

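*ACS2*, the synthase of the ethylene precursor, read -0.08, 0.74 and -0.11 (log2) on the arrays labelled control 1, 2 and 3 and 1.28, -0.10 and 1.09 on those labelled Fo47 1, 2 and 3. It matched by symbol, and its group means of 0.18 ± 0.483 (SD, n = 3) and 0.75 ± 0.75 (SD, n = 3) give a log2 fold change of 0.57 (standard error 0.40, adjusted p = 0.975 from limma). It ranged from 0.31 without Fo47 replicate 1 to 1.00 without Fo47 replicate 2. Of 14 probe sets of ethylene biosynthesis, 16 of ethylene perception and 11 of ERF transcription factors, 0 were differentially expressed, over all genes or adjusted over the list alone. Their median log2 fold changes were 0.06, 0.08 and 0.03, and all 3 lists had an adjusted p of 0.704 from camera and 0.824 with an estimated correlation. The limit given for the cell wall list, from the grouping as labelled, holds for these lists too. Among the receptors and their partners, *ETR4* had a log2 fold change of 0.38 (standard error 0.16) and *CTR1*, a kinase that represses ethylene responses, of 0.24 (standard error 0.11). *ERF2* and *ERF3* lay near or below 0 on most arrays, with differences of 0.22 (standard error 0.10) and 0.20 (standard error 0.12), the latter -0.21 on its other probe set and -0.0062 with both averaged. With values floored at the 10th percentile the difference of *ERF2* was 0.042. The ERF genes of Table 3 were not matched to a probe set here.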

Genes related to ethylene were also differentially expressed in tomato, but to a lower extent; only a gene related to ethylene biosynthesis and an ethylene responsive transcription factor (Table 3) were differentially expressed in tomato. 

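Of the oxidases that make ethylene from its precursor, *ACO5* and *ACO6* were measured in pepper. *ACO5* averaged 2.52 ± 0.382 (SD, n = 3) in the control and 2.81 ± 0.692 (SD, n = 3) after Fo47 treatment, a log2 fold change of 0.30 (standard error 0.36, adjusted p = 0.975 from limma). Its highest array was the one labelled Fo47 1, at 3.61, and without Fo47 replicate 1 the difference was -0.10. One probe set of *ACO6* averaged 5.04 ± 0.107 (SD, n = 3) in the control and 4.80 ± 0.235 (SD, n = 3) after treatment, and its log2 fold change was -0.24 (standard error 0.14, adjusted p = 0.975 from the same test), from -0.13 without Fo47 replicate 3 to -0.36 without Fo47 replicate 2. The other *ACO6* probe sets had log2 fold changes of -0.11 (standard error 0.14), which was 0.029 without Fo47 replicate 1, and -0.08 (standard error 0.13), and the average of all was -0.14. The *ACO1* of pepper was not matched to a probe set here.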

The ACO gene was over-expressed in pepper (ACO1) and tomato (ACO5). qPCR showed that ACO and PR1, which were also common to both solanaceous plants (Table 1), were over-expressed more than double in pepper (CaPR1, CaACO1) and tomato (SlPR1, SlACO5) after Fo47 treatment (Figure 4).

Besides ethylene related genes, genes responsive to auxin stimulus were mainly down-regulated in both solanaceous plants (Table 4). It is not clear if ethylene and auxin crosstalk might occur during Fo47-induced resistance, but auxin signaling is related to necrotrophic pathogens in *A. thaliana,* since mutants defective in auxin signaling were more susceptible to the necrotrophic fungi *Plectosphaerella cucumerina* and *B. cinerea* [32].

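Of 15 probe sets of auxin response genes, for 8 genes, 0 were differentially expressed in pepper and 0 when adjusted over the list alone. Of these, 6 had a higher and 9 a lower mean after Fo47 treatment, the median log2 fold change was 0.00, and the list did not stand apart (adjusted p = 0.704 from limma's camera, 0.824 with an estimated correlation). This list test has the limit of the grouping as labelled that was given for the cell wall list. *ARF3*, a transcription factor of auxin response, is measured by a pair of probe sets. One read -0.10, 1.15 and -0.08 on the arrays labelled control 1, 2 and 3 and 1.78, -0.10 and 1.53 on those labelled Fo47 1, 2 and 3, a log2 fold change of 0.74 (standard error 0.56, adjusted p = 0.975 from limma). It ranged from 0.39 without Fo47 replicate 1 to 1.33 without Fo47 replicate 2, and was 0.44 with the probe sets of the gene averaged. The other stayed near 0 on all 6 arrays, with a log2 fold change of 0.13 (standard error 0.10). *IAA5*, *IAA19* and *SAUR50* were not matched to a probe set here.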

Using DAVID, two pathways of the KEGG databases were found to be differentially expressed in tomato and pepper during interaction with Fo47 (Figure 5, Table 5 and Figure 6, Table 6). The α-Linolenic acid metabolism pathway (KEGG pathway SLY00592, Figure 5) was significantly represented by three genes in tomato related to jasmonic acid biosynthesis: a lipoxygenase, a fatty acid hydroperoxide lyase, and an allene oxide synthase (Figure 5 and Table 5). The down-regulation of the allene oxide synthase (AOS) gene indicates that 13-hydroperoxylinolenic acid is being catabolized by hydroperoxy lyase (HPL1), forming volatile aldehydes and traumatic acid rather than forming jasmonic acid via the allene oxide synthase. 

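In pepper, 0 of 22 probe sets of jasmonate synthesis and wound response were differentially expressed, and 0 when adjusted over the list alone, with 18 of them higher and 4 lower on average after Fo47 treatment. The median log2 fold change was 0.07 and the list did not pass (adjusted p = 0.407 from limma's camera, 0.824 with an estimated correlation). As for the cell wall list, the grouping as labelled limits what this shows. The lipoxygenase *loxC* averaged 2.46 ± 0.279 (SD, n = 3) in the control and 2.12 ± 0.222 (SD, n = 3) after treatment. *HPL*, the hydroperoxide lyase that makes volatile aldehydes, had a log2 fold change of 0.35 (standard error 0.25, adjusted p = 0.975 from limma). *AOS*, the allene oxide synthase on the way to jasmonic acid, was dim, with 0.15 ± 0.320 (SD, n = 3) and 0.33 ± 0.116 (SD, n = 3), and its difference of 0.17 was -0.031 without both arrays numbered 2. *CEVI57* had a difference of 0.22 (standard error 0.10).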

Related to the α-Linolenic pathway, the biological processes’ response to wounding was also represented in tomato but not in pepper (Figure 3b). In response to wounding, the genes from the α-Linolenic pathway and transcription factors involved in response to abiotic stresses are included.

The cysteine and methionine metabolism (KEGG pathway CANN00270, Figure 6) was the second pathway identified. Three genes in pepper involved with ethylene biosynthesis represented this pathway: an aspartokinase/homoserine dehydrogenase, a 1-aminocyclopropane-1-carboxylate synthase, and a 1-aminocyclopropane-1-carboxylate oxidase (Table 6 and Figure 6). 

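The list of sulfur amino acid and methionine metabolism held 4 probe sets, too few for a list test, and 0 of them were differentially expressed, over all genes or adjusted over the list alone. *SAM3*, a synthase of S-adenosylmethionine, from which the ethylene precursor is made, averaged 5.94 ± 0.218 (SD, n = 3) in the control and 6.21 ± 0.243 (SD, n = 3) after Fo47 treatment. *SAHH*, which recycles the methyl donor's by-product, had a log2 fold change of 0.11 (standard error 0.17, adjusted p = 0.976 from limma) that was -0.0051 without Fo47 replicate 1. The aspartokinase/homoserine dehydrogenase of Table 6 was not matched to a probe set here.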

Only one gene in this pathway was up-regulated in tomato (Table 4).

### 3.3. Ethylene Role in Fo47-Induced Resistance Depends on the Host

Pepper cv Padron treated with MCP showed a partial reduction in the Fo47-induced resistance by not significantly increasing the dry weight and stem length of the *V. dahliae* inoculated plants and increasing the wilted leaves (“Padron+MCP” in Figure 7). The tomato ethylene insensitive mutant, Never-ripe, treated with Fo47 showed increased Fo47-induced resistance compared with Pearson by increasing the fresh weight and stem length and reducing the wilted leaves of the *V. dahliae* inoculated mutant plants (“Never-ripe” in Figure 7).

## 4. Discussion

Fo47 is able to reduce the symptoms of *V. dahliae* in pepper cv Padron (Figure 1) but not in tomato cv Pearson (Figure 1) at the inoculum concentrations used here. Antagonistic interactions of Fo47 with the pathogen have been described as an important part of the resistance response observed in Fo47-treated plants [10]. Antagonistic interactions have not been ruled out in this work, and further experiments will need to be conducted to determine the importance of antagonistic interactions on the tomato/pepper dichotomy.

The induced responses observed in pepper and tomato are different depending on the plant species. Intriguingly, ET-insensitive tomato, Never-ripe, treated with Fo47 showed *V. dahliae* symptom reduction (Figure 7) under the same conditions in which the wild-type tomato cv Pearson treated with Fo47 did not show any reduction in *V. dahliae* symptoms (Figure 1). Never-ripe mutant possesses a mutation that impedes the bonding of ethylene to the ethylene receptor NR, also known as LeETR3. Therefore, NR cannot be deactivated by ET, so NR constitutively inhibits the ET-responsive genes [33]. The deactivation of the ET-responsive genes modulates Fo47-induced response (FIR) against *V. dahliae*. HPLC measurements showed that pepper plants treated with Fo47 had increased levels of 12-oxo-phytodienoic acid (OPDA), salicylic acid, and jasmonyl isoleucine [10]. It is possible that there is no master hormone controlling FIR, but rather a crosstalk network that can buffer the lack of some components. Note that inhibiting the ethylene signalling either in pepper or tomato produces a partial loss or gain of the response, indicating parallel signaling pathways and/or summative antagonistic effects. The crosstalk among hormones in tomato has been observed several times. O’Donnell [34] demonstrated that tomato plants infected with *Xanthomonas campestris* pv. *vesicatoria* accumulate SA in correlation with necrosis, but in ethylene-insensitive plants, SA accumulation does not occur and necrosis is reduced. Exogenous addition of SA to ethylene-deficient tomato mutants restores necrosis, indicating that reduced disease symptoms are associated with failure to accumulate SA. Same as tomato, *Arabidopsis* also accumulates SA and ET after *X. campestris* inoculation, SA being responsible for the necrosis [35]. However, in *Arabidopsis*, SA accumulation is up-stream of ET accumulation, that is, the *Arabidopsis* NahG line does not accumulate SA or ET after pathogen infection, while ET-insensitive lines accumulate both SA and ET [35]. Tomato ET-insensitive, Never-ripe, does not accumulate SA after *X. campestris* inoculation [34]. Further investigation into *Arabidopsis* revealed that JA and auxin also accumulate after pathogen infection, but this accumulation was independent of SA or ET [35]. ET has been observed to have opposite effects on the susceptibility of tomato to *V. dahliae*. As observed in this work, Fo47 was able to protect the ET-insensitive tomato against *V. dahliae* (Figure 7), but it is known that ET application protects tomato from the related pathogen, *V. longisporum* [36]. This ET dichotomy has also been observed in tomato plants treated with the ET precursor, 1-aminocyclo-propane-1-carboxylate (ACC), at the time of inoculation to produce an initial transient burst of ET, and then blocked the ET production by adding the ethylene biosynthesis inhibitor aminoethoxyvinylglycine (AVG). By this consecutive treatment with ACC and AVG, symptom severity caused by *V. ahlia* is reduced further than each treatment alone [17]. Besides its involvement in resistance, ET controls symptom development in tomato [37]. Never-ripe tomato mutant exhibits a reduction of symptoms caused by *X. campestris*, but this reduction was not correlated with less development of the pathogen [37]. Moreover, the symptoms caused by *Verticillium* in tomato have been attributed to ET production since pretreatment with ET increased the symptomatology [38]. This ET- and pathogen-induced symptomatology has been related to gel formation that could occlude xylematic vessels [39]. Indeed, Never-ripe tomato showed reduced *V. dahliae* symptoms when compared with its control, showing 15% less reduction in fresh and dry weight and 23% less reduction in the stem length than Pearson plants. This reduction of symptomatology was also observed by Pantelides [40] in tomato when inoculated with *V. dahliae*. The importance of ET in symptom development has been demonstrated by Robison et al. [41]. In a tomato line unable to accumulate ET, the symptoms produced by *V. dahliae* were reduced, but not the pathogen presence in the plant tissues, suggesting that reduced ethylene synthesis results in increased disease tolerance [41]. Besides ET, JA is also related to *V. dahlia* resistance in tomato. Tomato mutants of the JA-signalling pathway, *defenseless-1* (*def1*), are more susceptible to *V. dahliae*; hence, tomato basal resistance against this vascular pathogen should involve JA-signaling [42]. The linoleic acid metabolism (Figure 5), which contains the lipooxygenase pathway or LOX pathway, was up-regulated in tomato after Fo47 treatment. However, the allene oxide synthase (AOS) branch of the LOX pathway was down-regulated, while the branch of the hydroperoxy lyase (HPL) was up-regulated (Figure 5 and Table 5). The HPL branch is responsible for the biosynthesis of volatile aldehydes and phytooxylipin traumatic acid. These are components of the response to wounding that are activated in response to mechanical wounding, but they have been also observed in tomato’s response to colonization by the beneficial mycorrhizal fungi *Rhizophagus irregularis* [43].

Moreover, genes in the response to auxin stimulus were observed in both plants, and auxin mediated signaling pathway genes have also been differentially expressed in pepper (Table 4). Root-interacting beneficial fungi *Piriformospora indica* and *Mortierella hyaline* induced auxin-responsive genes in the roots of their host [44]. An intricate crosstalk between these hormones seems to take place in the responses triggered in both pepper and tomato.

FIR (Fo47-induced response) activates several components of the defence response in both organisms, among them, several PR-proteins (Table 2). FIR acts partially through priming [6], but also leads to the direct activation of PR-genes. Activation of PR proteins by Fo47 has been observed at early steps of Fo47 colonization, 2 to 4 days, in pepper and tomato [6,7,45]. The tomato *PR-P6* gene is a pathogenesis-related protein induced by SA [46,47]. Even though, classically, PR1 has been classified as an SA marker in Arabidopsis [48], in other plants, such as pepper, it does not have a clear-cut response pattern, as it is activated by SA and ET [18].

Besides components related to the SA, JA, and ET pathways, auxins also take part in balancing the FIR. Both Solanaceae showed auxin related DE genes, especially in pepper (Table 4). In pepper, two Aux/IAAs were down-regulated and an ARF was up-regulated. Aux/IAAs are short-lived nuclear proteins, which inhibit auxin-response transcription factors (ARFs) [49]. Auxin is able to modulate JA response through interaction with repressors of the JA signaling pathway [50]. Expression of some ARFs has been demonstrated to induce JA production [51], and induction with MeJA can also increase auxin levels [52]. Auxin is able to induce JAZ proteins and therefore inhibit JA-signaling [50]. Hence, auxin can induce JA synthesis, but can also block its signaling by inducing its repressors. Priming is an important component of FIR [7] that has not been considered in this work. Priming is an enhanced response, only triggered after pathogen recognition that rewires the signaling response. Such response might include other components not observed here that need to be studied in future assays.

In conclusion, we have observed that Fo47 protects pepper cv Padron against *V. dahliae*, but not tomato cv Pearson. Inhibition of ET signaling in pepper reduces the Fo47 protection, while in tomato, this protection is enhanced in the ET-insensitive mutant Never-ripe. Other hormones such as oxylipins and auxins might have a role in FIR that needs to be tested in future assays.

## Figures and Tables

**Figure 1:**
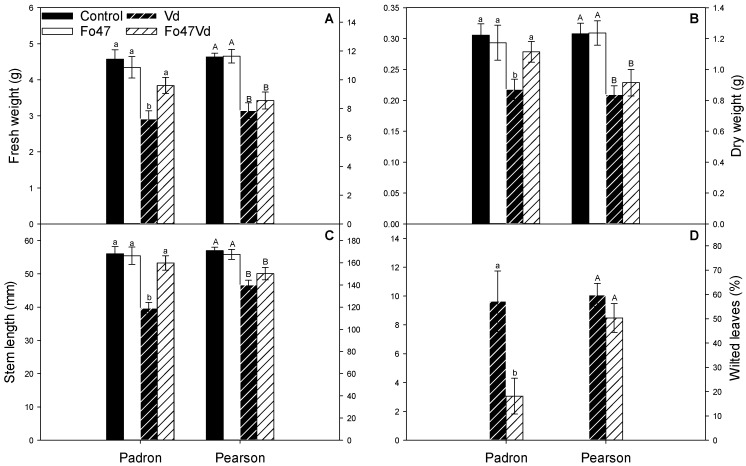
Fresh weight (**A**), dry weight (**B**), stem length (**C**), and wilted leaves (**D**) of pepper cv Padron and tomato cv Pearson. Scales for pepper are at the left side and scales for tomato are at the right side. Plants were inoculated with *Verticillium dahliae* (Vd), treated with *Fusarium oxysporum* Fo47 (Fo47), or both (Fo47Vd). Control plants were inoculated and treated with sterile distilled water (Control). Means ± the standard errors are shown. Different letters indicate significant differences in each group (Padron or Pearson) in a one-way ANOVA (α = 0.05) followed by Duncan tests (**A**–**C**) or a Mann–Whitney–Wilcoxon (α = 0.05) test (**D**). Three or two independent experiments were carried out for pepper or tomato, respectively (8 plants per treatment and experiment, each plant was considered a replication *n* = 192 or *n* = 128).

**Figure 2:**
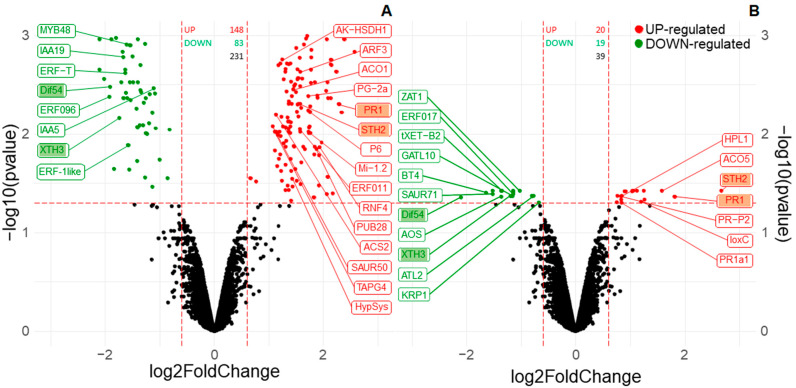
Differentially expressed (DE) genes in pepper cv Padron (**A**) and tomato cv Pearson (**B**). Red circles represent up-regulated genes and green circles represent down-regulated genes. Dashed red lines represent the cutting point for *p*-value (horizontal line) and foldchange (vertical lines). The total number of over-expressed genes is indicated in red-colored text, and down-regulated genes are indicated in green-colored text. Only biologically significant genes (GO functions or path-reconstruction) are indicated with labels.

**Figure 3:**
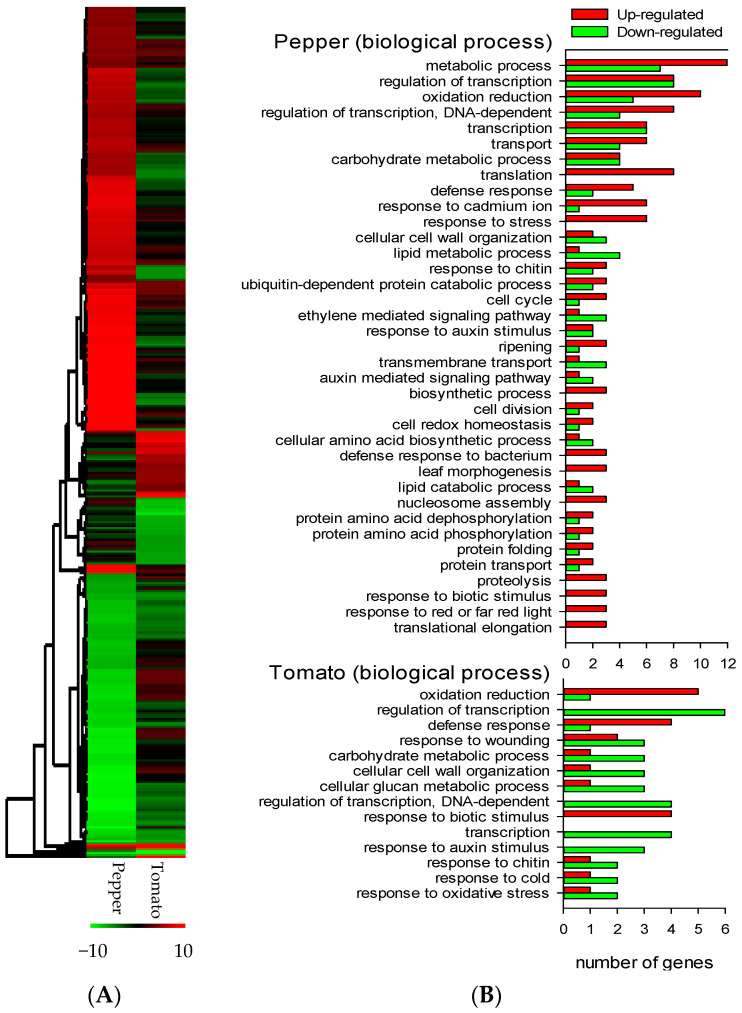
Comparison of differentially regulated genes in tomato and pepper after Fo47 treatment. Expression profile of differentially regulated genes in pepper and tomato clustered by Euclidean distance (**A**). The most relevant GO biological processes of the differentially expressed genes sorted by the number of genes in each category in pepper and tomato (**B**).

**Figure 4:**
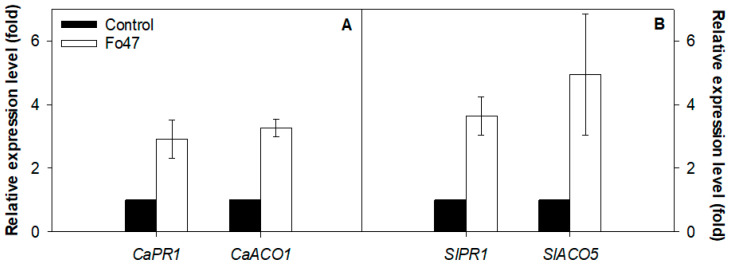
Expression of *CaPR1* and *CaACO1* in pepper (**A**) and expression of *SlPR1* and *SlACO5* in tomato (**B**). Five plants per treatment were used in 3 independent experiments. Fo47 plants were inoculated with the Fo47 strain and control plants were inoculated with sterile distilled water. Data are shown as a relative expression of the control group as described by the Pfaffl method (Pfaffl, 2001).

**Figure 5:**
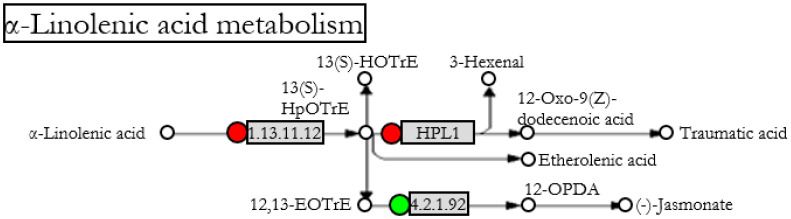
α-Linolenic acid metabolism pathway containing differentially expressed genes in tomato (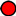: up-regulated, 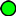: down-regulated) after Fo47 treatment. The pathway has been simplified from the original in KEGG databases (accession: SLY00592).

**Figure 6:**
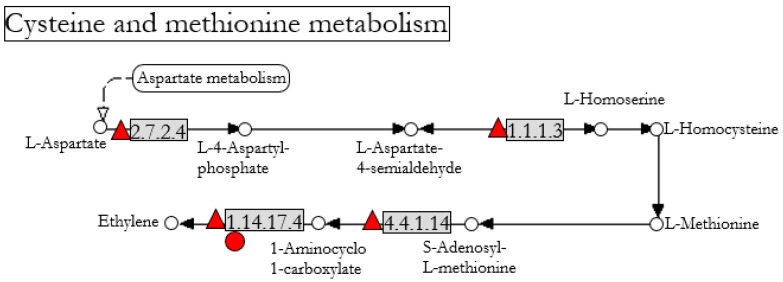
Cysteine and methionine metabolism containing differentially expressed genes in pepper (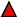: up-regulated) and tomato (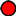: up-regulated) after Fo47 treatment. The pathway has been simplified from the original in KEGG databases (accession: CANN00270).

**Figure 7:**
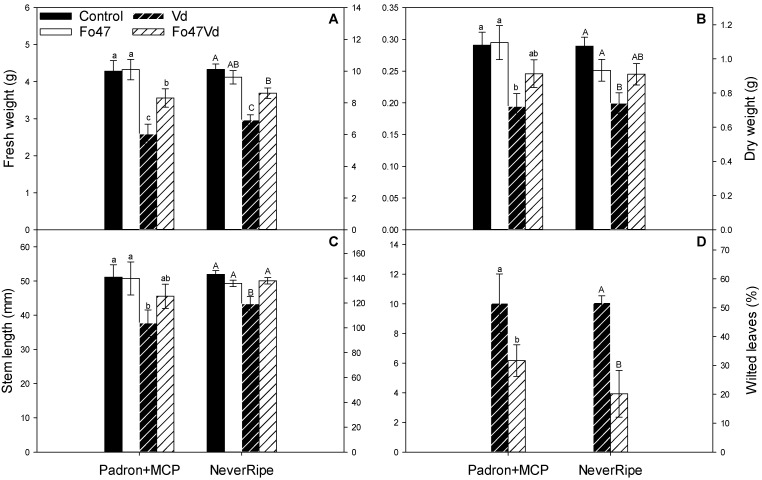
Fresh weight (**A**), dry weight (**B**), stem length (**C**), and wilted leaves (**D**) of pepper cv Padron treated with the ethylene-perception inhibitor methylcyclopropene (Padron+MCP) and the tomato ethylene-insensitive mutant Never-ripe (Never-ripe). Scales for pepper are at the left side and scales for tomato are at the right side. Plants were inoculated with *Verticillium dahliae* (Vd), treated with *Fusarium oxysporum* (Fo47), or both (Fo47Vd). Control plants were inoculated and treated with sterile distilled water (Control). Means ± the standard errors are shown. Different letters indicate significant differences in each group (Padron+MCP or Never-ripe) in a one-way ANOVA (α = 0.05) followed by Duncan tests (**A**–**C**) or a Mann–Whitney–Wilcoxon (α = 0.05) test (**D**). Three or two independent experiments were carried out for pepper or tomato, respectively (8 plants per treatment and experiment, each plant was considered a replication *n* = 192 or *n* = 128).

**Table 1:** Genes differentially expressed in both pepper and tomato after Fo47 induction.

Gene ID	Gene	Fold	Description
107864567 778321	STH2	2.57 (Pepper) 6.24 (Tomato)	Pathogenesis-related protein STH-2-like
107840155 100191111	PR1	3.41 (Pepper) 4.42 (Tomato)	Basic form of pathogenesis-related protein 1-like
107877508 101245668	XET24	0.23 (Pepper) 0.30 (Tomato)	Xyloglucan endotransglucosylase/hydrolase protein 24-like
107873721 544295	Dif54	0.24 (Pepper) 0.10 (Tomato)	Extensin-like protein

**Table 2:** Pathogenesis related genes differentially expressed in pepper and tomato after Fo47 treatment.

Gene ID	Gene	Organism	Fold	Description
544083	PR-1a1	Tomato	2.27	Solanum lycopersicum PR-1a1
107864567778321	STH2	Pepper Tomato	2.57 6.24	Pathogenesis-related protein STH-2-like
544069	PR-P2	Tomato	2.14	Solanum lycopersicum PR-P2
107840155 100191111	PR1	Pepper Tomato	3.41 4.42	Basic form of pathogenesis-related protein 1
107842907	P6	Pepper	2.25	Pathogenesis-related protein P6

**Table 3:** Genes differentially expressed for the ethylene biosynthesis and signaling pathway in pepper and tomato after Fo47 treatment.

Gene ID	Gene	Organism	Fold	Description
107839239	ACS2	Pepper	3.39	1-aminocyclopropane-1-carboxylate synthase
107860267	ERF011	Pepper	2.97	Ethylene-responsive transcription factor
107853805	ACO1	Pepper	2.73	1-aminocyclopropane-1-carboxylate oxidase
107872603	ERF-1like	Pepper	0.33	Ethylene-responsive transcription factor
107865816	ERF-T	Pepper	0.32	Ethylene-responsive transcription factor
107866610	ERF096	Pepper	0.26	Ethylene-responsive transcription factor
543800	ACO5	Tomato	3.40	1-aminocyclopropane-1-carboxylate oxidase
101253257	ERF017	Tomato	0.34	Ethylene-responsive transcription factor

**Table 4:** Genes differentially expressed for the response to auxin stimulus in pepper and tomato after Fo47 treatment.

Gene ID	Gene	Organism	Fold	Description
778363	ARF3	Pepper	3.09	Auxin response factor 3
101256828	SAUR50	Pepper	2.11	SAUR-like auxin-responsive protein
101055544	IAA5	Pepper	0.46	Auxin-responsive protein
101055549	IAA19	Pepper	0.31	Auxin-responsive protein
101251823	KRP1	Tomato	0.46	Calcium-binding protein KRP1
101265243	SAUR71	Tomato	0.50	SAUR-like auxin-responsive protein
101259898	BT4	Tomato	0.48	BTB and TAZ domain protein 4

**Table 5:** Genes differentially expressed for the α-Linolenic acid metabolism in tomato after Fo47 treatment. KEGG pathway (SLY00592) with a *p*-value of 3.7 × 10^−2^.

Gene ID	EC	Gene	Organism	Fold	Description
544008	1.13.11.12	loxC	Tomato	2.31	Lipoxygenase
543642	HPL1	HPL1	Tomato	2.09	Fatty acid hydroperoxide lyase
606711	4.2.1.92	AOS	Tomato	0.28	Allene oxide synthase

**Table 6:** Genes differentially expressed for the cysteine and methionine metabolism in pepper and tomato after Fo47 treatment. KEGG pathway (CANN00270) with a *p*-value of 4.4 × 10^−2^.

Gene ID	EC	Gene	Organism	Fold	Description
107879648	2.7.2.4 1.1.1.3	AK-HSDH1	Pepper	3.52	Bifunctional aspartokinase/homoserine dehydrogenase 1
107839239	4.4.1.14	ACS2	Pepper	3.39	1-aminocyclopropane-1-carboxylate synthase
107853805	1.14.17.4	ACO1	Pepper	2.73	1-aminocyclopropane-1-carboxylate oxidase
543800	1.14.17.4	ACO5	Tomato	2.97	1-aminocyclopropane-1-carboxylate oxidase

## Data Availability

Microarray data has been deposited in the NCBI Gene Expression Omnibus (GEO) repository. The accession number is GSE49432.

How the deposited data were processed for this re-analysis (not part of the article)

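Stem RNA of pepper cv Padron, collected 48 h after the roots were treated with Fo47 or water, was measured on 6 arrays, 3 per group, with 5 plants per array. The labels number the arrays 1 to 3 in each group, and call them biological replicates, and the paper gives 5 plants per sample. The tomato arrays, the qPCR, the plants treated with methylcyclopropene, the Never-ripe mutant and the *Verticillium* experiments were not analysed here.

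The authors corrected, normalized and summarized the arrays with Affymetrix Expression Console, named in the methods and in the submitters' processing notes without a version, and deposited 1 log2 value per probe set and array. The background method and the summary algorithm are not given in the sources used here, and both set the level of dim probe sets. From the deposited log2 values, log2 fold changes (Fo47 minus control) were computed with limma 3.58.1 in R 4.3.3, with lmFit and eBayes and Benjamini-Hochberg adjustment over 10101 probe sets. Control probe sets, 108 in number, were left out, and no filter on dim probe sets was applied. Each probe set was tested on its own. The paper's restriction to probes with a full match in tomato and pepper, which retained 82% of the probes, was not repeated.

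Gene symbols came from an old annotation of the array in tomato names. Of the tested probe sets 909 had 1 symbol, 0 had several and 9192 had none, and the 909 stand for 802 symbols. Gene lists, 17 in all, were fixed before the data were examined, and the 15 with at least 5 probe sets were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The genes named in the text were the paper's own, wherever the annotation pairs a probe set with them by identifier or symbol, whose values in the paper had been seen. Added to these were the 10 largest changes in each direction among called genes with a symbol and groups that do not overlap, filled from an unadjusted p below 0.01 where too few were called, and, per list, up to 4 called members or else the 2 with the smallest p. Since no probe set was called, all of these are given as values. *PR1b1*, *TSI-1* and *P4* were chosen after their values were seen.

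The fit was tested on simulated data for the comparison of 3 arrays with 3 over 10101 probe sets. The changed probe sets were drawn at random and the noise was independent between probe sets, so the shares do not hold for those with a large spread. With the spread of the labelled groups, 63 of 100 probe sets changed by a log2 value of 1 and 98 of 100 changed by 2 were recovered, with 3 false calls. With a spread 0.5 times as large, 89 and 100 were recovered, with 2 false calls.

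The alternatives were other normalizations between the arrays, filters on dim probe sets, control probe sets kept, other variance models, array weights, a replicate block, an ordinary pooled-variance test, other thresholds, a floor on low values, 1 value per symbol and each array left out in turn. Leaving out both arrays numbered 2, blocking on arrays with like control spikes and leaving out the reporter probe sets were added after the data were examined. The group of each array was taken from its label throughout. All 10 divisions of the 6 arrays into 3 and 3 were also fitted, to see how often one gives as many differentially expressed probe sets. No precision can be given per array, since the table holds no count of probes or pixels.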

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

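The count of 0 differentially expressed probe sets was also 0 under quantile normalization, centring on the median or the 75th percentile, each filter on dim probe sets, control probe sets kept, an intensity trend with or without robust fitting, array weights, the ordinary test, a floor, 1 value per symbol and the other limits on an adjusted p. It was 49 with an unadjusted p. Leaving out 1 array at a time gave 0 to 75, with 75 without control replicate 3 and 1 without Fo47 replicate 2. Chosen after the values were seen, leaving out both arrays numbered 2 gave 193, which is no test since these arrays were picked by their values, while spike pairs as a random block and reporter probe sets left out gave 0. With spike pairs as a block the labelled comparison rests on 1 pair of arrays, control 3 and Fo47 1, so that its 0 is no check. The deviations of arrays with the same number from their group means correlated at -0.51, -0.42 and -0.50. Those of a control and an Fo47 array with different numbers correlated at -0.047 to 0.641. The arrays numbered 2 lay apart from their groups in opposite directions, which by itself lowers the correlations of like numbers. Whether the replicate numbers pair the arrays therefore stays open. With the replicate block the count was 0.

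Of the 15 lists tested, 1 passed, the pathogenesis-related proteins. The number was 0 with the dimmest 25% left out, the dimmest 50% left out, the brightest 82% kept, an intensity trend, array weights, the replicate block, values floored at the 10th percentile, spike pairs as a block (on that 1 pair), camera with an estimated correlation (adjusted p = 0.824) and fry (adjusted p = 0.605), and 0 to 2 when 1 array was left out, with 0 without control replicate 1, Fo47 replicate 1 or Fo47 replicate 3 and 2 without Fo47 replicate 2. Over the settings run, the smallest adjusted p of a list ranged from 2.2e-04 to 0.824. Robust fitting, the ordinary test and the random block do not enter camera and were not run for lists. The cause was not tested in any of these.

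Of the values of single genes, 866 kept their direction and their side of the threshold, 9 lay past it only under an alternative and 18 changed sign, each without a call. The filters on dim probe sets, the control probe sets kept, the other variance models and the replicate block leave a fold change as it is. Its sign could not change under these, so the 866 do not measure how stable the values are. Leaving out 1 array moved 29 of the 39 probe sets read in the text by over 1.5 times. When 1 array was left out, *XTH3* ranged from -0.82 (without Fo47 replicate 2) to 0.25 (without control replicate 1), *Dif54* from -1.15 (without Fo47 replicate 2) to 0.085 (without Fo47 replicate 1), *P4* from -0.25 (without control replicate 1) to 0.91 (without control replicate 2), *ACO5* from -0.096 (without Fo47 replicate 1) to 0.55 (without Fo47 replicate 2), the *ACO6* probe set at -0.11 from -0.18 (without Fo47 replicate 3) to 0.029 (without Fo47 replicate 1) and *SAHH* from -0.0051 (without Fo47 replicate 1) to 0.27 (without control replicate 3). With 1 value per gene symbol *ERF3* was -0.0062. With both arrays numbered 2 left out *AOS* was -0.031. With spike pairs as a block, on the same 1 pair of arrays, *AOS* was -0.079, *CAB5* 0.053, *CAT2* 0.073 and the *ACO6* probe set otherwise at -0.08 was 0.21. Signal over background limits most values, since 39.5% of the tomato probe sets lay above the 95th percentile of the reporters.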

Differences from the paper's values

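The paper reports 231 differentially expressed genes in pepper, and 0 probe sets passed here at the paper's thresholds, over probe sets and without the paper's filter on sequence matches. None of the alternatives set before the data were examined came within 1.5 times the paper's number, the nearest being 75 without control replicate 3. Leaving out both arrays numbered 2, which was chosen after the values were seen, gave 193, with all 5 matched genes of the paper past the threshold in its direction, so that it dropped 0 of them (2 matched by gene identifier and the others, *XTH3*, *ACS2* and *TAPG4*, by symbol), but since these arrays were picked by their values this is no test. The division of the arrays with control 2 and Fo47 2 exchanged, also found after the values were seen and against the labels, gave 231 probe sets with an adjusted p below 0.05 and 229 past both limits, 145 in the direction of higher and 84 of lower, and dropped 0 of the 5 matched genes.

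For *Dif54* the paper's fold is 0.24 and the fold here was 0.776. For XET24, the name in Table 1 of the gene called *XTH3* in the text, the paper's fold is 0.23, and the probe set named *XTH3* here, which carries another gene identifier and can be another gene, had a fold of 0.923. For *ACS2*, matched by symbol, the paper's fold is 3.39 and the fold here was 1.49. For *ARF3* the paper's fold is 3.09, and the probe sets gave 1.67, which lies within the spread of the arrays, and 1.09, which does not. This spread is the log2 SD of all 3 Fo47 arrays, and it was kept unchanged when an array was left out. It is not the standard error of a fold, and a noisy probe set falls within it more easily than a quiet one. Of the alternatives set before the data were examined, the first *ARF3* probe set also lay outside that spread without control replicate 1, at 1.45, without control replicate 3, at 1.45, without Fo47 replicate 1, at 1.31, and without Fo47 replicate 3, at 1.43. With 1 value per gene symbol, the average of the *ARF3* probe sets gave 1.35, outside the spread of either probe set. Of the same alternatives, *Dif54* came within the spread of the arrays from the paper's fold without control replicate 2, at 0.530, and without Fo47 replicate 2, at 0.450, and under none of the others. The spread used for *Dif54*, 1.37, includes the array labelled Fo47 2 also where that array was left out. *XTH3*, *ACS2* and the second *ARF3* probe set did so under none. Without both arrays numbered 2, chosen after the values were seen, *Dif54*, *XTH3*, *ACS2* and the first *ARF3* probe set lay past the limits with log2 fold changes of -1.70, -1.39, 1.28 and 1.74, which is no test for the same reason.

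The paper gives PR1 and STH2 as higher after Fo47 treatment. Family members chosen after their values were seen, *PR1b1* and *TSI-1*, had log2 fold changes of 1.01 and 0.57 in that direction without passing the test, a further *PR1b1* probe set had 0.17, and *P4* had 0.22, which was -0.25 without control replicate 1. It labels *TAPG4* as higher in Figure 2A, where the log2 fold change here was 0.61, also without passing, and 1.30, past the limits, without both arrays numbered 2, which were picked by their values.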

Other observations

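All tests of explanations in this part were chosen after the result was seen.

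Some genes differed between the arrays labelled control 1 and control 2 and the other 4. *CAB5*, a chlorophyll a/b binding protein of the light-harvesting complex, read 3.78 and 3.42 on these and between 1.94 and 2.06 on the others, and *CAT2*, a catalase, read 4.19 and 3.96 against 2.26 to 2.46. With the arrays grouped as labelled their log2 fold changes were -1.08 (standard error 0.43) and -1.12 (standard error 0.48), both with an adjusted p of 0.975 from limma. Without control replicate 3 they were -1.61 (adjusted p = 0.0063) and -1.72 (adjusted p = 0.0053), and 75 probe sets passed, 28 higher and 47 lower, of which 0 were among the 193 called without both arrays numbered 2. Control 3 read like the Fo47 arrays on *CAB5* and *CAT2*, at 2.01 and 2.26. These genes are given here for that pattern, so their p-values without control 3 are no test of it. The arrays labelled control 1 and control 2 were also each other's nearest by the 63 control spike probe sets.

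The genes with a symbol, groups that do not overlap and an unadjusted p below 0.01 were *LOC543825*, with a log2 fold change of -0.60 (standard error 0.15), and *APS-AA2*, with one of -0.32 (standard error 0.086), both with an adjusted p of 0.975 from limma and below every control array on 3 of 3 Fo47 arrays. No gene with a symbol met this rule in the other direction. The other *APS-AA2* probe set had -0.12 (standard error 0.11). *RPS25*, a ribosomal protein, had 0.53 (standard error 0.26) and 0.34 (standard error 0.13) on its probe sets, or 0.22 and 0.26 without Fo47 replicate 1. The ribosome list, with 7 of 7 probe sets higher, had an adjusted p of 0.103 from camera and 0.824 with an estimated correlation, and cell division and chromatin, with 10 of 14 lower, had 0.246 and 0.824. The lists of phenylpropanoid synthesis, photosynthetic tissue, heat shock proteins, water deficit and vascular tissue each had an adjusted p of 0.704 from camera and 0.824 with an estimated correlation. Oxidative stress had 0.962 and 0.974. The list of epidermis and wax held 1 probe set and was not tested. None of these lists had a called member, over all genes or adjusted over the list alone.

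The labelled comparison called 0 probe sets and another division of the same arrays called 229, which points to a structure of the arrays. The 10 divisions are too few for a share below 0.05. That arrays processed together, as read from the control spikes, produced the 229 is argued against, since this division parts all 3 spike pairs, so that a difference between pairs cancels in it. Processing that the spikes do not show stays open. On the 193 probe sets called between the other 4 arrays the median positions of control 2 and Fo47 2 were 0.816 and -0.029, where 0 is the mean of the other control and 1 of the other Fo47 arrays. These arrays were set apart because of such values, so the positions describe the pattern and test no explanation of it. That the labels of control 2 and Fo47 2 are exchanged, or that plants of control 2 responded without Fo47 and plants of Fo47 2 did not, both stay open. The paper's own grouping may have had these arrays the other way. At an unadjusted p below 0.05 and the same fold change limit, 5 of 5 matched genes of the paper passed in its direction in that division and 0 in any other, although 2 others passed 331 and 345 probe sets against 263. Of the 5, 2 were matched by gene identifier and the rest by symbol, *XTH3* against a different identifier. The directions were the paper's own, but the division was found after such values of these genes were seen. The count is therefore no independent test of the paper's grouping. It does show that on the deposited values the labelled division did not return the matched genes of the paper, and that only the exchanged one did. Which labels are true stays open. The paper's qPCR (Figure 4) has PR1 and ACO higher after Fo47 treatment, which does not settle the labels.

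Of the 193 probe sets called between the 4 arrays without those numbered 2, 183 averaged 0.5 to 2, which is 6.44% of the probe sets in this band (95% exact Clopper-Pearson interval 5.56 to 7.40). The share was 0.173% (0.075 to 0.340) of those averaging under 0.5, 0.071% (0.0018 to 0.392) of those at 2 to 4 and 0.083% (0.0021 to 0.462) of those over 4. The intervals take the probe sets as independent, although all were read on the same 4 arrays, which were picked by their values. They do not measure the spread between arrays and can be too narrow. The band is set in part by the change itself, since a group at the level of the reporters and a group above it average between them. Random spread of dim probe sets (averaging under 2), each independent of the others, is argued against by 234 dim probe sets that differ by more than 1 in the division with most of them, against 35 to 51 in the highest of the 10 divisions over 100 draws with the values of each of the 7492 dim probe sets put on the arrays at random. Background handling before deposit and genes switched on or off at a low level in the plants both stay open, since the lower group lay below the 95th percentile of the reporters for 99.0% of the called probe sets, and at that level the deposited values cannot tell them apart.

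The first principal component, with 44.2% of the variance, did not follow the labels. A candidate explanation is the yield of the 5 prime end during labelling, since the component followed the mean 5 prime value of the dap and thr spikes over the 6 arrays (Spearman's rho = 1, exact permutation p = 0.0028, adjusted p = 0.0056 over 2 relations, Pearson's r = 0.946, exact permutation p = 0.0042). The permutation takes the 6 arrays as independent. By their control spikes they fall into 3 pairs, so these p-values can be too small. The 5 prime values nearly tied between control 1 and control 2 (dap 2.86 and 2.84, thr 0.60 and 0.69). They did so too between Fo47 2 and Fo47 3 (dap 4.58 and 4.53, thr 1.04 and 1.10). The spikes hardly resolve the order within these pairs, so the rho of 1 rests in part on near-ties. Without the arrays whose spike value lay farthest from the median, control 1 and control 2, r was 0.950, which rests on the remaining pairs. The second component, with 33.5%, had a rho of -0.086 (exact permutation p = 0.919, adjusted p = 0.919) and an r of -0.213 (exact permutation p = 0.617), and r was 0.050 without the same arrays. Its scores were -6.01, -21.1 and -15.3 on the arrays labelled control 1, control 3 and Fo47 2. They were 16.6, 8.64 and 17.2 on those labelled control 2, Fo47 1 and Fo47 3. These are the sides of the division with control 2 and Fo47 2 exchanged, which was seen afterwards and not tested. No biological explanation was tested for the first.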
